# DNA methylation profiling reveals common signatures of tumorigenesis and defines epigenetic prognostic subtypes of canine Diffuse Large B-cell Lymphoma

**DOI:** 10.1038/s41598-017-11724-w

**Published:** 2017-09-14

**Authors:** Serena Ferraresso, Arianna Aricò, Tiziana Sanavia, Silvia Da Ros, Massimo Milan, Luciano Cascione, Stefano Comazzi, Valeria Martini, Mery Giantin, Barbara Di Camillo, Sandro Mazzariol, Diana Giannuzzi, Laura Marconato, Luca Aresu

## Abstract

Epigenetic deregulation is a hallmark of cancer characterized by frequent acquisition of new DNA methylation in CpG islands. To gain insight into the methylation changes of canine DLBCL, we investigated the DNA methylome in primary DLBCLs in comparison with control lymph nodes by genome-wide CpG microarray. We identified 1,194 target loci showing different methylation levels in tumors compared with controls. The hypermethylated CpG loci included promoter, 5′-UTRs, upstream and exonic regions. Interestingly, targets of polycomb repressive complex in stem cells were mostly affected suggesting that DLBCL shares a stem cell-like epigenetic pattern. Functional analysis highlighted biological processes strongly related to embryonic development, tissue morphogenesis and cellular differentiation, including HOX, BMP and WNT. In addition, the analysis of epigenetic patterns and genome-wide methylation variability identified cDLBCL subgroups. Some of these epigenetic subtypes showed a concordance with the clinical outcome supporting the hypothesis that the accumulation of aberrant epigenetic changes results in a more aggressive behavior of the tumor. Collectively, our results suggest an important role of DNA methylation in DLBCL where aberrancies in transcription factors were frequently observed, suggesting an involvement during tumorigenesis. These findings warrant further investigation to improve cDLBCL prognostic classification and provide new insights on tumor aggressiveness.

## Introduction

Canine diffuse large B-cell lymphoma (cDLBCL) is the most frequent malignancy of B-lymphocytes in dog and comprises approximately 60–70% of all cases. Dose-intense chemotherapy, bone marrow transplantation and immunotherapy have emerged as the treatments of choice, but current therapeutic strategies are associated with short survival and high relapse rates^1^.

Recently, many efforts have been devoted to characterize, in a comprehensive way, the biological bases of cDLBCL pathogenesis. Two different comparative gene expression studies^2, 3^ demonstrated that cDLBCL shares similar features with its human counterpart, in particular highlighting the interplay among specific molecular pathways (i.e. NF-κB, PI3K/AKT, Notch and JAK/STAT), which may have potential therapeutic implications^2, 4^. In addition, recurrent copy number variations were identified by array comparative genomic hybridization (aCGH) including gains in chr13, syntenic to the region in human chromosome 8 containing *MYC* oncogene, and chr31^5–7^.

However, none of these gene signatures have been translated into clinic, suggesting the need for more robust molecular and prognostic studies. In medical research, evidence showed that genetic and genomics alone are not sufficient to explain the biological variability of cancer. The ability of epigenetic mechanisms to drive cells with the same genome towards different phenotypic identities represents one of the best promises in cancer research^8^. Normal epigenetic processes are usually disrupted during the initiation and progression of cancer and aberrant DNA methylation within CpG islands (CpGIs) is the first critical mark of epigenetic modifications affecting regulatory genomic regions in tumor cells. Hypermethylation of gene promoter regions commonly leads to transcriptional silencing while DNA methylation changes in CpG-poor regions (i.e. genic/intergenic) can play a critical role in the regulation of gene activity and genomic stability^9^.

In human, large-scale genomic studies have shown that perturbations of epigenetic patterning are frequent events in B-cell lymphoma^10^. The characterization of lymphoma methylation signatures and the understanding of how their changes contribute to cancer phenotype have paved the way to new therapeutic approaches in this tumor. Thus, nothing is known about the DNA methylome of canine B-cell lymphoma yet. The epigenetic changes driving B-cell lymphoma have been scarcely investigated in dog and current studies on aberrant methylation patterns focused only on single genes^11–15^. Here, genome-wide characterization of cDLBCL epigenome was performed through a design of a CpG microarray platform targeting more than 40,000 CpG regions and coding sequences (CDS) distributed across the entire dog genome. Then, we hypothesized that DNA methylation patterning in cDLBCLs can provide clues about gene deregulation by identifying aberrantly methylated genes and explaining the different clinical behavior of cDLBCL.

## Results

### Clinical characteristics of DLBCL dogs

Investigated dogs were composed by 32 (82.1%) purebred and 7 (17.9%) crossbred dogs. Among purebred dogs, German shepherds (n = 5, 15.6%), Dobermann dogs (n = 3, 9.3%) and Golden retrievers (n = 3, 9.3%) were the most common. There were 22 (56.4%) females and 17 (43.6%) males. Median age was 7 years (mean, 7.5; range, 3–13 years), and median weight was 25.7 kg (mean, 28.4 kg; range, 6.1–69 kg). Regarding clinical stage, 3 (7.7%) dogs had stage III disease, 16 (41%) dogs had stage IV disease, and 20 (51.3%) dogs had stage V disease. Among dogs with stage V disease, 15 (75%) had bone marrow involvement, 3 (15%) had lung involvement, 1 (5%) had cutaneous involvement, and 1 (5%) had peripheral blood involvement. At the time of diagnosis, 27 (69.2%) dogs were asymptomatic (substage a), whereas 12 (30.8%) dogs showed clinical signs (substage b). Overall, 15 (38.5%) dogs received prednisone at the dose of 0.5–1 mg/kg before being referred. All dogs were treated with the same dose-intense chemotherapeutic (CH) protocol, consisting of L-asparaginase (week 1), Vincristine (weeks 2, 3, 4 and 13), cyclophosphamide (weeks 2 and 13), doxorubicin (weeks 7 and 16), lomustine (weeks 10 and 19), and prednisone (weeks 1 through 20). 23 dogs also received an intradermal injection of an autologous vaccine (VAX) on weeks 4, 5, 6, 7, 12, 16, 20 and 24. 20 (51.3%) dogs relapsed while being treated, whereas in 14 (35.9%) dogs lymphoma recurred after the end of treatment. 5 (12.8%) dogs never relapsed and were still in first complete remission at data analysis closure. Median TTP for all dogs was 162 days (range 1–1174). Median LSS was 281 days (range 12–1175 days), with 1 dog being alive at data analysis closure. Complete clinical features of dogs are reported in Supplementary File 1 (Table S1).

### Identification of loci differentially methylated between cDLBCL and control lymph nodes

Both raw and normalized methylation data are available at the Gene Expression Omnibus (GEO) repository under accession number GSE94913 (AN: data are kept private until manuscript acceptance, however, for those interested, a reviewer access link has been provided to the editor). 

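Genomic DNA from 37 cDLBCL and 7 control lymph nodes, with 1 array per dog, was hybridized to a custom dog array with 170000 probes over 37484 target regions of CanFam3.1. The methylated fraction of the DNA carried Cy5 and total DNA of the same node carried Cy3, so a higher log2 ratio stands for more methylation of a region. The authors deposited the background-subtracted signals of the scanner software (Agilent Feature Extraction) and a table of normalized log2 ratios per region. In the total DNA channel, the share of spots well above background was 78.4% to 87.2% (median 84.6%) in cDLBCL and 83.5% to 88.0% (median 86.2%) in control lymph nodes. In the methylated channel it was 67.4% to 79.9% (median 75.5%) and 74.8% to 81.2% (median 76.7%), respectively. From the scanner signals, spots marked as outliers were left out, the log2 ratios were normalized by loess within each array and by quantiles between arrays, and each region took the median of its probes. A region was tested when its log2 ratio was above 0 in at least 25% of the dogs of at least 1 group, which kept 26499 regions (26226 CpG regions and 273 CDS). The groups were compared by the Mann-Whitney test with a Bonferroni-adjusted p under 0.01, as in the paper, taken here as two-sided and exact. They were also compared by limma with a Benjamini-Hochberg adjusted p under 0.05, which gives each log2 difference and its standard error. The arrays lay on 12 slides, and the 7 controls were on 4 slides that held 16 arrays in all, so slide was also fitted as a block. Clinical classes and the clusters of each dog were read from the coloured rows of Fig. 3, and the gene lists, the planned tests and the rule for named genes were fixed before the data were examined, though after the paper's tables had been seen; tests added later are named as such. Where arrays were centred on their median probe or their median region instead, neither loess nor quantile normalization was applied. Regions were joined to genes through the part of the paper's supplementary tables held here, which name genes only for regions the study selected. The number of arrays limits the precision of every value, above all the 7 controls.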

Analysis of differential methylated regions (DMRs) focused on 29,513 sequences (29,298 CpG regions and 215 CDS) after filtering out sequences with low methylation. 

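Most regions that passed the exact Mann-Whitney test were more methylated in the tumours, a balance that depends on the test and the scaling. The exact Mann-Whitney test placed 358 CpG regions higher in cDLBCL and 70 CpG regions and 6 CDS lower, with a median log2 difference of 0.88 over the higher and -0.73 over the 76 lower regions. Among the higher regions were those of BMP3 and BMP7, which encode bone morphogenetic proteins, of GREM1, a secreted antagonist of these proteins, of SOX9, a transcription factor of cartilage and epithelia, and of CADM1, a cell adhesion gene. An intronic region of WNT7B, a Wnt ligand, was lower in cDLBCL. In 230 regions every tumour lay on the same side of every control (p = 5.22e-08, the smallest p the test can give, which is also the share of regions expected by chance). By limma, 2778 regions were higher and 2491 lower, 5269 in all, among them each of the 358 and 76, and 3445 were called in all without control 4. Limma called 2580 regions with slide as a fixed block. The median differences of the higher and the lower regions were 0.90 and -0.73 within slide 8, 0.75 and -0.54 within slide 9, 0.88 and -0.86 within slide 10, and 1.04 and -0.79 within slide 12, which held a single tumour; the regions were chosen on these same controls, so their sign there is no separate evidence. By limma on the 4 arrays of each of these slides alone, 0 regions were called on slides 8 and 9, which held 1 control each, and on slide 10 (2383, 3103 and 2745 at an unadjusted p under 0.05), and the 2175 called on slide 12 rest on its single tumour. On these 4 slides together, with slide as a block, limma called 2696 regions, a fit chosen after the data were seen. With each array centred on its median probe, a scaling that moves the median of all tested regions by 0.54, 1462 regions were higher and 16 lower. The counts were 1018 and 187 on the authors' deposited values and, in settings chosen after the data were seen, 777 and 176 with each array centred on its median region and 1574 and 125 with quantile normalization alone.

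**Figure D1:**
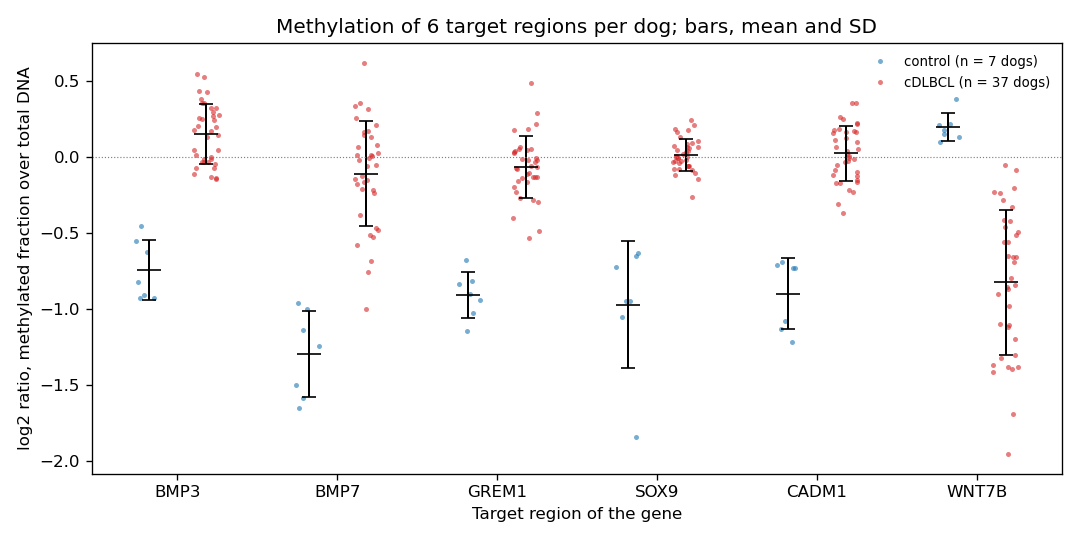
Log2 ratio of the methylated fraction over total DNA at 6 target regions, with 1 dot per dog (7 controls and 37 cDLBCL) and bars for the mean and SD. At BMP3 the controls lie between -0.93 and -0.45 and the tumours between -0.15 and 0.54, and at WNT7B the controls lie between 0.10 and 0.38 and the tumours between -1.95 and -0.06, a call that is lost when arrays are centred on the median probe, where the medians differ by -0.45.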

Mann-Whitney Wilcoxon test identified 1,011 hypermethylated CpG regions and 183 hypomethylated sequences (140 CpG and 43 CDS regions) in cDLBCLs (n 37) versus control (n 7) lymph nodes (Fig. 1A and Table S2). These sequences were annotated to genomic regions associated to 823 genes. 

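The 10 largest increases ranged from 2.11 to 2.61 on the log2 scale, and most lay where the tables held here name no gene. On chromosome 29 from 14428734 to 14429631, the log2 ratio was 2.07 ± 0.48 (SD, n = 37) in cDLBCL and -0.54 ± 0.61 (SD, n = 7) in control lymph nodes, a difference of 2.61 (standard error 0.20, adjusted p = 1.02e-13 from limma). This region was not called on the authors' deposited values or with arrays centred on the median region, where the medians differed by 0.63 and 0.64. A region upstream of MSX1, a homeobox factor of craniofacial and limb development, on chromosome 3 from 70227537 to 70228242, was higher by 2.27 (standard error 0.24). A region upstream of POU3F2, a neural transcription factor, on chromosome 12 from 57095916 to 57096896, was higher by 2.15 (standard error 0.16). It was measured by a single probe. Among the 10 largest decreases, the named regions lay within genes. In PIK3C2B, which encodes a phosphoinositide 3-kinase, on chromosome 38 from 1015191 to 1015671, the log2 ratio was -1.82 ± 0.64 (SD, n = 37) in cDLBCL and 0.12 ± 0.11 (SD, n = 7) in control, a difference of -1.94 (standard error 0.24, adjusted p = 2.68e-08 from limma). Regions in MAST1, PITPNM3, DOC2A, which acts in vesicle release, and PML, which organizes nuclear bodies, differed by -1.93, -1.66, -1.50 and -1.50, respectively. Each of them was measured by a single probe. None of the 10 largest decreases was called with arrays centred on the median probe, where their medians still differed by -1.75 to -0.79, whereas all 10 largest increases were.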

Interestingly, hyper-methylated sequences were enriched for promoter, 5′-UTRs, upstream and exonic regions (Bonferroni-adjusted p-values < 0.006), whereas hypo-methylated sequences were enriched for exonic, 3′-UTRs and downstream regions (Bonferroni-adjusted p-values < 0.0005, Fig. 1B).

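Locations were counted for the regions that the paper also called and that are held here, 266 of the 358 higher in cDLBCL and 38 of the 76 lower. The shares below describe only these. Of the 266 higher regions, 116 (43.6%) overlapped an exon, 123 (46.2%) an intron and 45 (16.9%) a 5′ UTR, 93 (35.0%) lay in the proximal upstream part of a gene and 47 (17.7%) farther upstream. Just 9 (3.38%) overlapped a 3′ UTR and 31 (11.7%) lay in the proximal downstream part. Of the 38 lower regions, 13 (34.2%) overlapped an exon, 19 (50%) an intron and 2 (5.26%) a 5′ UTR, and 3 (7.89%) were proximal upstream. The 3′ UTR held 4 (10.5%) of them, the proximal downstream part 10 (26.3%) and the upstream part 9 (23.7%). None of these locations applied to 97 (36.5%) of the 266 higher and 11 (28.95%) of the 38 lower regions. A region can have several locations, so the shares do not add up to the whole. No test of enrichment was run, because locations are held for 3866 regions that the study listed and not for all regions tested.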

**Figure 1:**
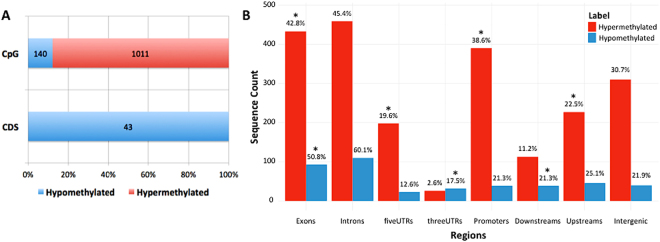
Genomic distribution of differentially methylated sequences in cDLBCLs versus control lymph nodes. (**A**) Percentages of hyper- and hypo-methylated probes across CpG regions and CDS. Corresponding sequence counts are reported in each barplot. (**B**) Distribution of hyper- and hypo-methylated features across different genomic locations. Percentages with respect to the corresponding total number of hyper- and hypo-methylated sequences are reported. Sequence counts allow repetitions, since a sequence can overlap more than one genomic location. Asterisks (*) indicate enriched genomic locations, according to Fisher’s Exact test (Supplementary File 1).

### Differentially methylated genes are involved in key pathways of development and morphogenesis

Functional analysis of differentially methylated genes identified 22 Biological Process (BP), 5 Molecular Function (MF), 2 Cellular Component (CC) Gene Ontology (GO) terms and 3 KEGG pathways as significantly enriched (Tables 1 and S4 for the list of annotated genes). Overall, 19 out of 22 GO_BP enriched terms were involved in the development/morphogenesis of anatomical structures, including 10 terms directly linked to embryogenesis (*e*.*g*. proximal/distal pattern formation, embryonic forelimb/hindlimb morphogenesis, spinal cord association neuron differentiation, embryonic digestive tract morphogenesis, anterior/posterior axis specification) and 9 related to specific tissues development (*e*.*g*. muscle organ development, ureter development, neuron differentiation, positive regulation of chondrocyte differentiation). 

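The regions of developmental transcription factors that passed the test were all more methylated in cDLBCL. Of 69 tested regions of homeobox, T-box and bHLH factors outside the HOX, PAX, SOX and FOX families, 31 were higher in cDLBCL, none was lower and 38 did not pass the Mann-Whitney test (44 higher and none lower when adjusted over the list alone, and 59 higher and none lower by limma). Among them, SIM2, a bHLH factor of the neural midline, had a log2 ratio of 0.93 ± 0.37 (SD, n = 37) in cDLBCL and -0.58 ± 0.26 (SD, n = 7) in control lymph nodes, a difference of 1.51 (standard error 0.15, adjusted p = 4.87e-11 from limma), a call lost with arrays centred on the median region (medians 1.42 apart, Bonferroni-adjusted p = 0.0285). A region within MSX1 was higher by 1.37 (standard error 0.11), and FERD3L, a bHLH factor of the floor plate, by 1.24 (standard error 0.13). In the paper's enriched terms, regions of "anterior/posterior pattern specification" gave 3 higher of 15 tested and none lower, and those of "embryonic cranial skeleton morphogenesis" 4 higher of 7 tested and none lower. The genes of both the list and the terms could be assigned only to regions that the study had selected on these samples, so these counts are not independent evidence of their direction. There were 98 higher and 2 lower regions of the list on the authors' deposited values, and 100 were higher and none lower with arrays centred on the median probe.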

All these terms were mainly represented by genes playing key role in regulating organogenesis (SHH, BMPs, GREM1), body patterning (HOX gene family) and tissues differentiation (FGFR2, FGF18, SOX9).

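Of the genes of organogenesis and differentiation, GREM1 and SOX9 passed the test with higher methylation in cDLBCL. The region upstream of GREM1, on chromosome 30 from 2230321 to 2232945, had a log2 ratio of -0.07 ± 0.20 (SD, n = 37) in cDLBCL and -0.91 ± 0.15 (SD, n = 7) in control lymph nodes, a difference of 0.84 (standard error 0.08, Bonferroni-adjusted p = 0.00138 from the exact Mann-Whitney test). At SOX9, on chromosome 9 from 8273428 to 8278218, the log2 ratio was 0.01 ± 0.11 (SD, n = 37) and -0.97 ± 0.42 (SD, n = 7), a difference of 0.99 (standard error 0.08, Bonferroni-adjusted p = 0.00138 from the same exact test), with control 5 at -1.84. FGFR2, a fibroblast growth factor receptor, had 0.15 ± 0.30 and 0.02 ± 0.04 in an intronic region (adjusted p = 0.508 from limma) and did not pass either test. A region upstream of FGFR2 failed the filter on low methylation and was called higher on the authors' deposited values (medians 0.95 apart). Without the filter it differed by 0.17 and was not called. The regions of SHH, the ligand of the Hedgehog pathway, and of FGF18, a growth factor of bone and lung, failed the filter on low methylation. That filter depends on the scale: the mean of FGF18 in cDLBCL was -0.20 here and 1.23 on the authors' deposited values. Without that filter, SHH differed by 0.50 and FGF18 by 0.62 on the log2 scale, with Bonferroni-adjusted p = 1 and 0.0879 from the exact Mann-Whitney test, and both passed limma (adjusted p = 0.00249 and 4.88e-07). Both were called higher on the authors' deposited values (medians 0.98 and 0.61 apart, Bonferroni-adjusted p = 0.00154 for each), and FGF18 also with arrays centred on the median probe or the median region, where SHH failed the filter.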

**Table 1:** Significantly enriched GO terms and KEGG pathways.

Category	ID	Term	Bonferroni-adjusted pvalue
GO_BP	GO:0009954	proximal/distal pattern formation	1.1E-09
	GO:0048665	neuron fate specification	2.8E-08
	GO:0035115	embryonic forelimb morphogenesis	2.1E-07
	GO:0009952	anterior/posterior pattern specification	5.9E-07
	GO:0021522	spinal cord motor neuron differentiation	8.0E-05
	GO:0072189	ureter development	8.2E-05
	GO:0001764	neuron migration	9.8E-05
	GO:0045944	positive regulation of transcription from RNA polymerase II promoter	1.3E-04
	GO:0045666	positive regulation of neuron differentiation	6.7E-04
	GO:0045665	negative regulation of neuron differentiation	1.1E-03
	GO:0007267	cell-cell signaling	1.1E-03
	GO:0035116	embryonic hindlimb morphogenesis	3.2E-03
	GO:0001759	organ induction	5.3E-03
	GO:0003148	outflow tract septum morphogenesis	9.6E-03
	GO:0002053	positive regulation of mesenchymal cell proliferation	1.5E-02
	GO:0007517	muscle organ development	2.2E-02
	GO:0009948	anterior/posterior axis specification	2.9E-02
	GO:0048557	embryonic digestive tract morphogenesis	3.2E-02
	GO:0048664	neuron fate determination	3.2E-02
	GO:0021527	spinal cord association neuron differentiation	3.2E-02
	GO:0032332	positive regulation of chondrocyte differentiation	3.2E-02
	GO:0048701	embryonic cranial skeleton morphogenesis	3.9E-02
GO_MF	GO:0043565	sequence-specific DNA binding	1.6E-10
	GO:0001077	transcriptional activator activity, RNA polymerase II core promoter proximal region sequence-specific binding	2.2E-10
	GO:0000978	RNA polymerase II core promoter proximal region sequence-specific DNA binding	1.1E-06
	GO:0003682	chromatin binding	1.3E-06
	GO:0000977	RNA polymerase II regulatory region sequence-specific DNA binding	2.1E-02
GO_CC	GO:0005667	transcription factor complex	9.0E-06
	GO:0005634	nucleus	6.6E-03
KEGG	5200	Pathways in cancer	3.2E-04
	4080	Neuroactive ligand-receptor interaction	2.3E-03
	4950	Maturity onset diabetes of the young	3.2E-03

All GO_MF and GO_CC enriched terms were involved in transcription regulation, as well as one of the enriched GO_BP terms (i.e. positive regulation of transcription from RNA polymerase II promoter). These terms were represented by several transcription factors belonging to different families such as HOX, AP-2, IRX and Zinc-finger transcription factors. 

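Transcription factor regions that passed the test were higher in cDLBCL. Of the paper's term "sequence-specific DNA binding", 39 regions were tested, of which 15 were higher and none was lower by the Mann-Whitney test and 36 were higher and 1 lower by limma. Of 20 tested regions of PAX, SOX and FOX factors, 7 were higher and none was lower (12 higher when adjusted over the list alone, 15 by limma, and none lower by either). PAX8, a factor of thyroid and kidney development, on chromosome 17 from 37360966 to 37363023, had a log2 ratio of 0.08 ± 0.21 (SD, n = 37) in cDLBCL and -1.31 ± 0.34 (SD, n = 7) in control lymph nodes, a difference of 1.40 (standard error 0.09, adjusted p = 2.69e-15 from limma). PAX7, a factor of muscle satellite cells, was higher by 1.07 (standard error 0.13) and PAX1, a factor of the vertebral column, by 0.94 (standard error 0.09). The call of PAX7 was lost without the filter (Bonferroni-adjusted p = 0.0137) and with arrays centred on the median region (medians 1.12 apart, Bonferroni-adjusted p = 0.018). The term and the list rest on regions the study selected on these samples and are no independent evidence of a direction. With the authors' deposited values 16 regions of the list were higher, and 15 were with arrays centred on the median probe, with none lower under either.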

Among the 3 significantly enriched KEGG pathways, “Pathways in cancer” (KEGG ID 05200) showed highest significance (Bonferroni-adjusted p-value ≤ 0.001) and included 31 differentially methylated genes (Table S4) involved in key mechanisms such as control of apoptosis (p53, HRK), proliferation (PDGFA, FGFs, RARB, SHH, CCNE1, WNT, SHH) and angiogenesis (NOS2, SLC2A1). 

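Regions of the genes of "Pathways in cancer" went in both directions. Of 23 tested, 3 were higher and 3 lower in cDLBCL by the Mann-Whitney test, and 9 were higher and 5 lower by limma, from a term that the study selected on these samples. The 3′ region of PDGFA, a platelet-derived growth factor, differed by -0.09 (standard error 0.08, adjusted p = 0.453 from limma), a difference that was positive (0.45) with arrays centred on the median probe. The region at its promoter and 5′ UTR failed the filter on low methylation, and was higher without it by 1.04 (standard error 0.14, Bonferroni-adjusted p = 0.00781 from the exact Mann-Whitney test) and called higher on the authors' deposited values. CCNE2, which encodes cyclin E2, had a log2 ratio of 0.51 ± 0.43 (SD, n = 37) in cDLBCL and 0.79 ± 0.27 (SD, n = 7) in control lymph nodes, a difference of -0.28 (standard error 0.17, adjusted p = 0.2497 from limma) that passed neither test. Its medians were -0.40 apart here, -1.03 apart on the deposited values, where it was called lower (Bonferroni-adjusted p = 0.00154), and -1.27 apart, without a call, with arrays centred on the median region (Bonferroni-adjusted p = 0.0105). The regions of HRK, an activator of apoptosis, and of NOS2, the inducible nitric oxide synthase, failed the same filter. Tested without it, the CDS of NOS2 was lower by -0.44 on the log2 scale (Bonferroni-adjusted p = 0.00195 from the exact Mann-Whitney test), and HRK differed by 0.84 (p = 1 from the same exact test, adjusted p = 0.000231 from limma); on the deposited values both were called, in the same directions, and HRK was not with arrays centred on the median region (medians 1.35 apart). Neither RARB, CCNE1 nor SLC2A1 is named for a region in the tables held.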

The 209 differentially methylated genes belonging to at least one enriched GO_BP, GO_MF term or KEGG pathway (Table S4) were mapped to the protein-protein interaction (PPI) annotations from STRING database^16^: 181 genes shared at least one interaction, 98 of them either experimentally validated or database-curated (Fig. 2).

**Figure 2:**
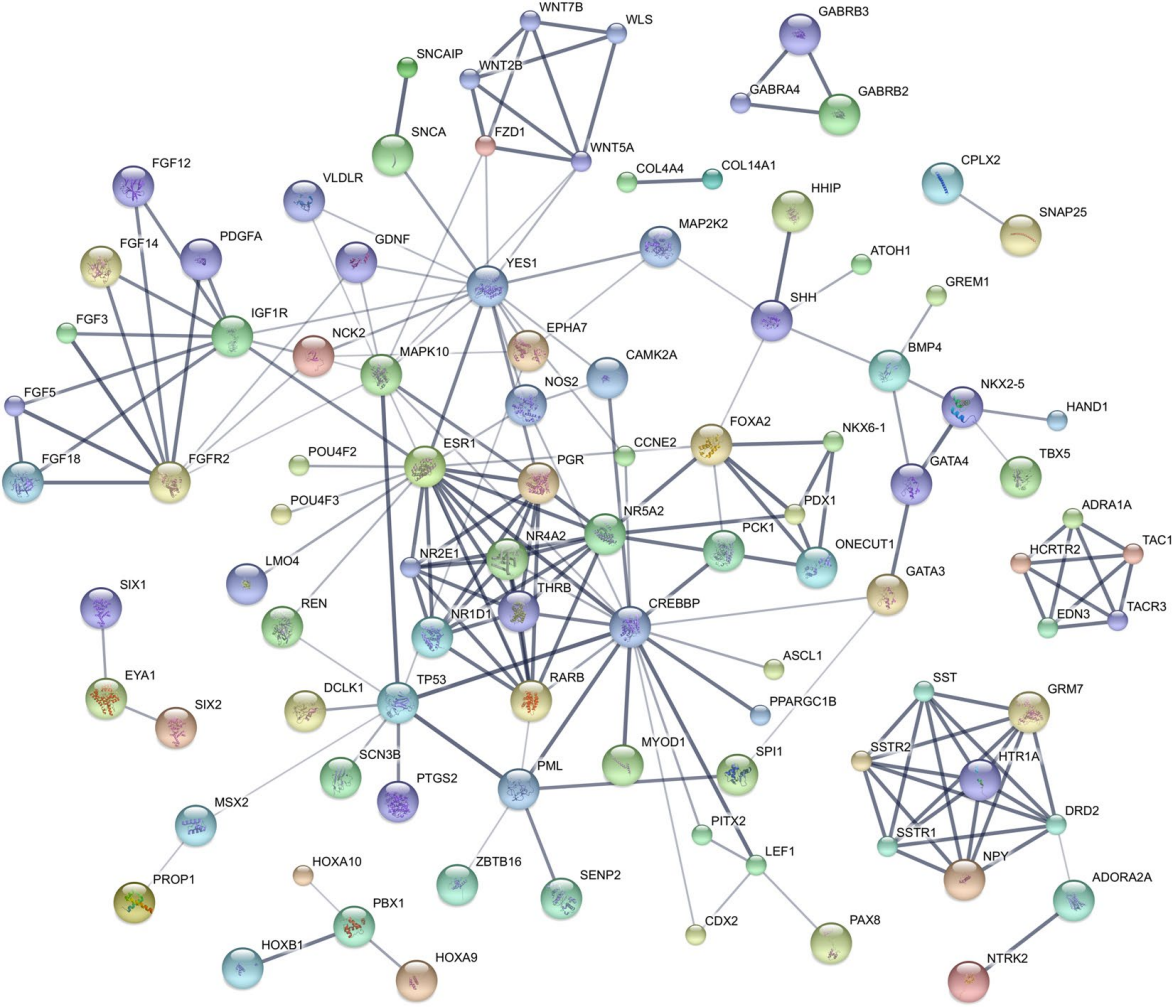
PPI sub-networks from differentially methylated genes belonging to the enriched GO terms and KEGG pathways. The thickness of network edges correlates with the confidential score provided by STRING database: the thicker is the edge, the higher is the confidence score of the interaction.

GSEA confirmed these results with highly enriched GeneSets related to tissue development and morphogenesis (Table S5). Focusing on lymphoid-specific gene expression signatures collected in Staudt’s SignatureDB (https://lymphochip.nih.gov/signaturedb/)^17^, 61 gene sets were found significantly enriched (FDR < 25%), within those 46 showed NOM p-value < 0.05. In particular, two gene signatures specific for DLBCL^18^ and predictive for survival outcome (STROMAL-1 and STROMAL-2_DLBCL_SURVIVAL_PREDICTOR) resulted significant (Table S5).

### Associations between methylation levels and clinical features in cDLBCL

The associations between tumor methylation levels and clinical features (Supplementary File 1 - Table S1) were investigated through statistical pairwise comparisons. For each comparison, samples were grouped as follows: (i) stage (III-IV *vs*. V); (ii) substage (a *vs*. b); (iii) extra-nodal sites infiltration (yes *vs*. no); (iv) treatment (CH *vs*. CH + VAX); v) steroid administration before diagnosis (yes *vs*. no); (vi) relapse (yes *vs*. no OR before the end of therapy *vs*. after the end of therapy + no relapse). Mann–Whitney Wilcoxon test did not detect any association, whereas F-test identified 87 sequences showing a significant differential variability in at least one clinical factor (Table S6). In particular, 4 genes (U6, GRB10, CCDC73, ZFAT) and one miRNA (ENSCAFT00000040944) showed increased methylation variability in dogs relapsing before the end of the therapy whereas 7 genes (OBSCN, THSD1, RNFT2, C6orf201, GRB10, CEP170B, ETV6) were associated to bone marrow infiltration. 

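No region was called for a difference in its level between dogs of different stage, substage, infiltration, treatment, steroid use, age, sex, weight or breed, or between dogs with TTP or LSS under and over 180 days. Over these 11 features the Mann-Whitney test called 0 regions, with a Benjamini-Hochberg threshold of 0.05 as well, while 583 regions (mixed breed) to 2106 regions (weight) had an unadjusted p under 0.05 per feature. Stage V and infiltration held the same 18 dogs, and relapse could not be read per dog. The F-test called a difference in variability in 224 regions for at least 1 feature, 77 of them for stage V against stages III and IV, with the larger spread in stage V in 17 of the 77. TTP gave 80 regions, body weight 88 and mixed breed 9. Among 100 orders of the clinical annotations over the 37 dogs, the real order included, 74 gave at least 224 regions. The Brown-Forsythe test called 0 regions, and on simulated data of 18 against 19 dogs with a 4 times larger SD in 200 regions it recovered 2, against 108 by the F-test.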

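In CEP170B, a centrosomal protein gene, on chromosome 8 from 72385304 to 72385855, the SD of the log2 ratio was 0.58 in the 18 dogs of stage V and 0.11 in the other 19 dogs (Bonferroni-adjusted p = 7.25e-05 from the F-test). In ETV6, an ETS factor of blood cell development, on chromosome 27 from 34494801 to 34495492, it was 0.71 and 0.17 (Bonferroni-adjusted p = 0.00251). By the Brown-Forsythe test, the unadjusted p was 0.0117 for CEP170B and 0.00288 for ETV6. Neither was called by the F-test without the dog farthest from the median of stage V, dog 11 for CEP170B (unadjusted p = 9.34e-07) and dog 6 for ETV6 (unadjusted p = 5.87e-07). For ZFAT, a zinc-finger gene, the SD was 0.32 in the 19 dogs with TTP under 180 days and 0.10 in the other 18, which did not pass the F-test (Bonferroni-adjusted p = 0.160). For CCDC73 these SDs were 0.26 and 0.14 (Bonferroni-adjusted p = 1). Both were called for TTP on the authors' deposited values, with Bonferroni-adjusted p = 0.00536 and 0.00093. The regions of THSD1 and C6ORF201 had no value in at least 1 dog and were not tested.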

Only 3 CpG regions were found significant combining the clinico-pathological features by multivariate linear regression model. These were related to exonic regions of EIF2D (stage, LSS) and RNASEH1 (age, therapy and TTP), and the intronic regions of KCNAB2 (age, stage, substage, therapy and TTP). 

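In EIF2D, a translation initiation factor gene, on chromosome 38 from 2870794 to 2871875, the log2 ratio was -2.48 ± 0.23 (SD, n = 18) in stage V and -2.16 ± 0.42 (SD, n = 19) in stages III and IV, a difference of -0.32 (permutation p = 0.0057, adjusted p = 0.057 over the 10 pairs of region and feature). By LSS under 180 days the same region differed by -0.22 (permutation p = 0.0701). In RNASEH1, which encodes a ribonuclease of RNA-DNA hybrids, on chromosome 17 from 2127254 to 2128962, it was 1.05 ± 0.69 (SD, n = 13) in dogs of 10 years or more and 0.65 ± 0.77 (SD, n = 24) in younger dogs, a difference of 0.40 (permutation p = 0.125). This difference was 0.49 on the authors' deposited values and passed the permutation test (p = 0.00408, adjusted p = 0.0408). The intronic region of KCNAB2, a potassium channel subunit gene, on chromosome 5 from 60015327 to 60015731, differed by 0.08 by age, 0.06 by stage, 0.12 by substage, 0.06 by treatment and -0.04 by TTP, with unadjusted permutation p from 0.268 to 0.664. In linear models that took the paper's features of each region together, as classes (a test added after the data were examined), the unadjusted p of the model was 0.00625 for EIF2D, 0.158 for RNASEH1 and 0.551 for KCNAB2 (Bonferroni-adjusted p = 0.0188, 0.474 and 1 over these 3 models, against the paper's threshold of 0.01 over all its tests), and no term passed (smallest adjusted p 0.0898, for stage in EIF2D). On the authors' deposited values these were 0.0387, 0.0252 and 0.187 (Bonferroni-adjusted p = 0.116, 0.0757 and 0.562), and age passed in RNASEH1 (adjusted p = 0.037).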

Interestingly, among the 7,526 sequences characterized by a nominal p-value ≤ 0.01 (Table S7), most of the 20 genes associated to a worse clinical behavior (i.e. relapse, TTP and LSS) are involved in regulation of apoptosis and cell cycle (CCND2, SMG7, BCL2L1, BAG1).

### DNA methylation identifies three DLBCL subgroups with different overall survival

Beyond the classification provided by the available clinical factors, we investigated whether methylation profiles were able to provide a different stratification of the cDLBCL samples. The principal component analysis (PCA) explained nearly 25% of the variations in the methylation profiles across cDLBCLs with the first two components (PCs). In total, 138 CpG sequences resulted significantly correlated to the first PC, while no sequences were selected for the second PC. 

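The first component of the 37 tumours took 18.8% and the second 7.79% of the variance, 26.5% together (jackknife standard error 2.08). At a correlation above 0.85, 202 CpG regions followed the first component and 4 the second. Only 5 regions followed the first on the authors' deposited values, and with arrays centred on the median probe 18036 did. Tumours of Cluster#1 of Fig. 3 had a first component of 24.7 ± 15.1 (SD, n = 6), those of Cluster#2 1.85 ± 17.6 (SD, n = 24) and those of Cluster#3 -27.5 ± 11.5 (SD, n = 7). The paper drew these clusters from CpGs chosen for following the first component of the same tumours. Its sign was set here so that Cluster#1 lies above Cluster#3. The separation is therefore no independent evidence. Of the variance of the first component, 75.9% lay between the 12 slides (permutation p = 3e-05), against 36.9% on the deposited values (permutation p = 0.262).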

Hierarchical clustering (HCL) on the methylation levels of these CpGs (Fig. 3) identified 3 different subgroups that apparently did not reflect any statistically significant association with the clinical features listed in Table S1. 

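LSS under 180 days was recorded for 3 of the 6 dogs in Cluster#1, 10 of the 24 in Cluster#2 and 2 of the 7 in Cluster#3. The share in Cluster#1 was not distinguishable from that in Cluster#3 (Fisher's exact test, two-sided p = 0.592), nor did the 3 clusters differ (Fisher's exact test, p = 0.792). TTP under 180 days was recorded for 3, 13 and 3 dogs, respectively. Days of survival are not held per dog, so only the classes were compared.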

Interestingly, dogs in Cluster#3 showed a higher median LSS (534 days) than Cluster#2 and Cluster#1 (296 and 172 days, respectively). Moreover, Kaplan-Meier curves for LSS confirmed a significant difference in terms of survival between Cluster#3 and Cluster#1 (p-value = 0.02, Fig. 4). Finally, clustering across the 138 selected sequences identified two distinct groups of genes (Fig. 3). 

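GRID1 encodes a glutamate receptor subunit, and a pair of its intronic CpG regions is on the array with a name in the tables held; neither was correlated with the first component above 0.85, as the paper's sequence was (r = 0.11 and -0.61 here, 0.38 and 0.23 on the authors' deposited values), so neither can be taken for that sequence. The first, on chromosome 4 from 33679652 to 33680136, had a log2 ratio of 0.20 ± 0.13 (SD, n = 6) in Cluster#1, 0.15 ± 0.07 (SD, n = 24) in Cluster#2 and 0.12 ± 0.07 (SD, n = 7) in Cluster#3, and Cluster#1 did not differ from Cluster#3 (exact permutation p = 0.216). For the second, from 33680346 to 33681202, these were 0.23 ± 0.19, 0.30 ± 0.20 and 0.49 ± 0.30 in the same dogs, a difference of -0.26 between Cluster#1 and Cluster#3 that did not pass the test (exact permutation p = 0.0973) and was 0.10 on the authors' deposited values (exact permutation p = 0.106). Neither FAM181A, PDE4C nor PARVA is named for a region there.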

The former, including 4 CpG sequences associated to FAM181A, PDE4C, PARVA and GRID1, showed higher methylation levels in Cluster#1 compared with Cluster#2 and #3. Conversely, the latter group, including all the other CpGs, showed an opposite behavior.

**Figure 3:**
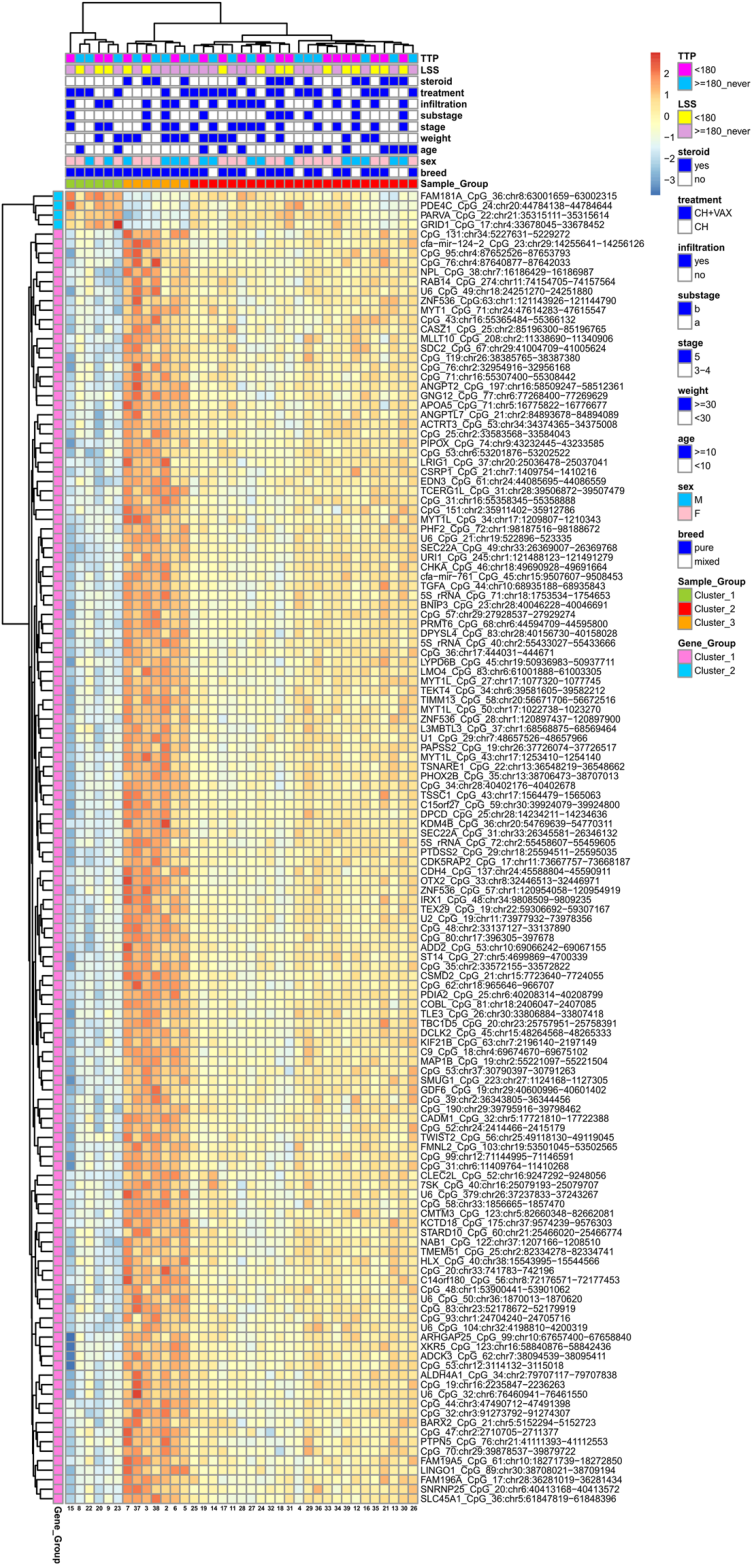
Heatmap of the 138 CpG sequences highly correlated with the first principal component. Methylation levels were centered and scaled by sequence.

**Figure 4:**
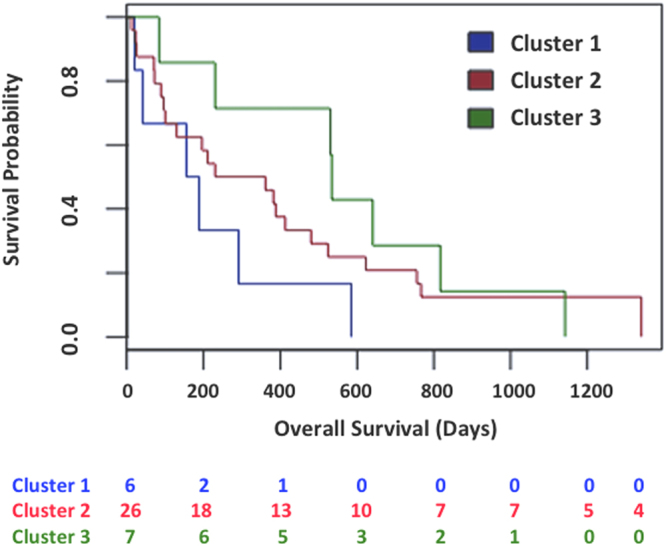
Survival outcomes in patient cohort. Kaplan-Maier curves for LSS according to cDLBCL subgroups defined by PCA and hierarchical clustering on methylation patterns.

### The magnitude of methylation disruption reveals prognostic relevance

The stratification of cDLBCLs considering degree and direction of relative methylation difference between cDLBCL and the mean of control lymph nodes, defined as methylation disruption (see Methods), shows how common hyper- and hypo-methylation events among samples are able to identify distinct cDLBCL subgroups according to methylation variability profiles (MVPs, details in Methods and Supplementary File 1). 

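Methylation changes of each tumour were taken as its log2 ratios minus the median of the 7 controls, and the density curve of these changes was its methylation variability profile. The first component of the profiles took 57.5% and the second 36.5% of their variance, 94.0% together. Both took 91.2% on the authors' deposited values, and 83.4% with arrays centred on the median probe. Of the 7 dogs of Cluster#3 of Fig. 3, at most 5 fell into a single one of 3 groups of profiles, along with 7 other dogs. On the deposited values it was 4 with 1 other, and with arrays centred on the median probe all 7 with 5 others. These profiles cover all tested regions, whereas the paper grouped its tumours on CpGs correlated with the first component. The groups are therefore no repeat of its analysis of Cluster#3.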

The first two PCs from PCA on methylation changes explained more than 80% of the variation (Supplementary File 1 - Figure S9). HCL based on the MVPs of CpGs correlating to the first PC identified 3 different cDLBCL subgroups, where the previously identified Cluster#3 was confirmed also by MVPs analysis (Cluster#C in Figure S9).

Focusing on groups of cDLBCLs characterized by methylation disruption driven by the most variable hyper- and hypo-methylation events, consensus HCL was performed on subsets of sequences ranging between 250 and 20,000, sorted by decreasing median absolute deviations (MADs) on MVPs. Interestingly, up to the first 2,000 sequences with the highest MADs the clustering was able to identify a specific subgroup of 6 cDLBCLs characterized by the highest variability of differential methylation changes between cDLBCLs and control lymph nodes (Supplementary File 1 - Figure S10); 5 of these dogs showed short-term LSS (LSS < 180 days, p-value < 0.03, Fisher’s Exact Test).

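Among the 250 and the 1000 regions with the highest MAD, the 3-group tree held a group of 12 dogs with the highest mean variability score, 6 of them with LSS under 180 days, against 9 of the other 25 dogs (Fisher's exact test, two-sided p = 0.488). Among the 500 and the 2000 regions with the highest MAD, it held a group of 5 dogs, 2 of them with LSS under 180 days, against 13 of the other 32 dogs (Fisher's exact test, p = 1). The group of 12 had a mean methylation variability score of 0.396 against 0.358 in the rest, and the group of 5 had 0.382 against 0.369. With other linkages, numbers of groups or the deposited values, the group held 5 to 28 dogs and no comparison passed the exact test. Only the group with the highest mean score was tested in each tree. The paper's consensus clustering over subsamples of the dogs was not run.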

### Technical and functional validation of microarray results

A technical validation of microarray platform by methylation-specific PCR was performed on 5 differentially methylated genes (FGFR2, HOXD10, RASAL3, CYP1B1 and ITIH5) involved in key biological pathways of cancer development (*e*.*g*. MAP/ERK, Homeobox signaling and FGF signaling pathways). The methylation levels were assessed in 13 cDLBCLs and 5 control lymph nodes. The promoters of the tested genes resulted hyper-methylated and a statistical significance for HOXD10, RASAL3, CYP1B1 and ITIH5 was found (p < 0.01), thus confirming the reliability of the microarray platform (details in Supplementary File 1).

A functional validation of microarray data was also performed selecting 3 hypermethylated genes (CADM1, CDH11 and ABCB1). In this respect, the mRNA restoration after the treatment of a canine B-cell lymphoma cell line (CLBL1)^19^ with two hypomethylating agents (azacytidine and decitabine) was evaluated through quantitative Real Time PCR. The three transcripts resulted highly expressed in control lymph nodes and scarcely expressed in CLBL1 cells. After azacytidine treatment a significantly restoration of expression for the three genes was found, conversely decitabine affected only ABCB1 expression (Supplementary File 1).

## Discussion

Origin of B-cell lymphoma in dog results from inherited mutations in the germ line or changes in DNA sequences during life^20^. Recently, extensive gene expression profiling identified molecular signatures of cDLBCL and defined two distinct subgroups with prognostic significance^2, 3^. However, the biology of this tumor is still not entirely explained by genomic events and transcriptional programs, and much less is known about epigenetic changes^11^. Therefore, genome-wide DNA methylome has been investigated in this study using for the first time a canine DNA CpG microarray. Results revealed that cDLBCLs are characterized by a widespread aberrant methylation affecting 1,194 regions, corresponding to 823 genes. The hyper-methylated sequences were enriched in upstream (≤10 kb) or promoter regions, while the hypo-methylated sequences were preferentially located in gene bodies and downstream regions. This was quite expected considering that CpGIs are highly susceptible to DNA methyltransferases in cancer, determining gene silencing. Conversely, CpG-poor regions undergo to a global decrease of genomic DNA methylation affecting genome stability, transcriptional elongation, and RNA splicing^9, 21–23^.

In order to indirectly confirm the relationship between methylation and transcription in cDLBCL, we integrated our data with the cDLBCL gene expression dataset published by Mudaliar *et al*.^2^. A total of 107 significant genes were found in common between the two platforms and 98% of the hypermethylated upstream/promoter regions resulted downregulated. The same was observed for hyper-methylated CpGIs in gene bodies. By contrast, hyper-methylation of the downstream regions and CpGIs hypo-methylation did not show any consistent relationship with gene expression. Hypo-methylated CpGs-poor CDS regions represented the only exception, being downregulated in tumors.

The biological processes significantly enriched in cDLBCLs appear to be strongly related to embryonic development, tissue morphogenesis and cellular differentiation. DMRs included genes encoding proteins with key roles in development and cell fate determination in all types of cells, such as HOX, BMP, WNT, and SOX. Interestingly, inappropriate or deregulated expression of HOX genes has been implicated in several human cancers and associated to promoter methylation^24–26^. Furthermore, the expression of HOX genes during maturation of hematopoietic cells results tightly regulated and modifications of this mechanism seem to contribute to neoplastic transformation. The hyper-methylation of several members of HOX gene family in our study suggests a possible contribution to cDLBCL pathogenesis and points to the importance of certain signaling pathways across human and dog.

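The regions of HOX genes, which set position along the body axis, that passed the test were higher in cDLBCL. Of 10 tested regions, 4 were higher, none was lower and 6 did not pass the Mann-Whitney test (6 higher and none lower when adjusted over the list alone), and by limma 9 were higher and none lower. This count takes the regions that overlap a gene or its proximal upstream part. HOXA10 on chromosome 14 from 40347127 to 40349342 had a log2 ratio of 0.12 ± 0.34 (SD, n = 37) in cDLBCL and -0.69 ± 0.18 (SD, n = 7) in control lymph nodes, a difference of 0.81 (standard error 0.13, adjusted p = 5.99e-06 from limma), a call lost with arrays centred on the median region (medians 1.035 apart, Bonferroni-adjusted p = 0.0105). In the HOXD cluster on chromosome 36, HOXD1 was higher by 0.69 (standard error 0.09), HOXD11 by 0.77 (standard error 0.08) and HOXD12 by 0.71 (standard error 0.08). The call of HOXD12 was lost with arrays centred on the median probe or the median region, where the medians were 1.71 and 0.83 apart. These are medians on other scales than the mean difference of 0.71, and median-probe centring moves the median of all tested regions by 0.54. The lowest control at HOXD11 was control 5 at -1.10. Outside that count, a region farther upstream of HOXC10 on chromosome 27 was higher by 1.18 (standard error 0.12), measured by a single probe. A region downstream of HOXA10 was higher by 1.25 (standard error 0.13). HOXA9, HOXA11 and HOXD10 failed the filter on low methylation; without it all were higher, with log2 differences of 1.36, 1.06 and 0.80 (Bonferroni-adjusted p = 0.00195, 0.00391 and 0.00195 from the exact Mann-Whitney test). In HOXB5 and HOXB6 a shared upstream region differed by 0.08 (standard error 0.13, adjusted p = 0.735 from limma). Of this list, 11 regions were higher and none lower on the authors' deposited values; the named regions are those the study selected on these samples, so the list is not independent evidence of its direction. From the hyper-methylation of these genes, the paper proposes a possible contribution of theirs to the pathogenesis of cDLBCL and an importance of some signaling pathways in both human and dog.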

Wnt pathway is one of the “usual suspects” in cancer biology. The cellular processes modulated by Wnts range from stem cell self-renewal to cell motility, and are mediated by transcriptional activation as well as through direct effects on cytoplasmic targets^27^. In the present study, several components of this pathway (i.e. WNT2B, WNT5A, WNT7B, FZD1 and LEF1) were found hyper-methylated in cDLBCL. This signaling cascade is multifaceted and somehow enigmatic since it has been widely reported that some members can play tumor-promoting or suppressing role depending on the cell type or availability of key receptors^28, 29^. 

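Regions of the Wnt pathway were called in both directions. Of 10 tested, 1 was higher, 1 was lower and 8 did not pass the Mann-Whitney test (3 higher and 1 lower when adjusted over the list alone), and by limma 4 were higher and 2 lower. The higher and the lower region of the Mann-Whitney test were each measured by a single probe. The higher region was that of SFRP4, a secreted Wnt antagonist, on chromosome 18 from 12017911 to 12019128, with a log2 difference of 0.71 (standard error 0.08). The lower was an intronic region of WNT7B on chromosome 10 from 20168018 to 20168441, with a log2 ratio of -0.82 ± 0.48 (SD, n = 37) in cDLBCL and 0.20 ± 0.09 (SD, n = 7) in control lymph nodes, a difference of -1.02 (standard error 0.18, adjusted p = 3.13e-05 from limma). It was also lower on the authors' deposited values, where the medians differed by -0.92, and the call was lost with arrays centred on the median probe, where they differed by -0.45. WNT2B, another ligand, differed by 0.24 (standard error 0.15, adjusted p = 0.283 from limma); its medians were 0.17 apart here and 0.69 apart on the deposited values, where it was called higher (Bonferroni-adjusted p = 0.00309), and neither centring called it. FZD1, a Wnt receptor, differed by 0.32 (standard error 0.09), which passed limma (adjusted p = 0.00745) and not the exact Mann-Whitney test (Bonferroni-adjusted p = 1); it was called higher on the deposited values and with arrays centred on the median probe, and not on the median region (medians 0.71 apart). The region upstream of LEF1, a transcription factor of the pathway, failed the filter on low methylation and differed by 0.96 without it (Bonferroni-adjusted p = 0.480 from the exact test, adjusted p = 0.000253 from limma), with a call on the deposited values and with either centring. On the authors' deposited values 6 regions of the list were higher and 1 lower, and with arrays centred on the median probe 6 were higher and none lower; the study selected the named regions on these samples, so these counts are not independent evidence of a direction.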

An emblematic example is given by Wnt5a, reported overexpressed in several human cancers^27, 29^, that in the presence of specific FZ isoforms, could promote tumor growth by activating the cancer-promoting canonical Wnt signaling pathway. However, in hematological malignancies, including B-cell lymphoma, WNT5A acts as a tumor suppressor able to antagonize the WNT/β-catenin signaling^30–32^ and it is found silenced by tumor-specific methylation. 

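The CpG region of WNT5A, which spans its promoter, 5′ UTR and part of its body on chromosome 20 from 34767703 to 34776060 and carries 25 probes, did not pass the filter on low methylation. Its log2 ratio was -0.26 ± 0.23 (SD, n = 37) in cDLBCL and -0.87 ± 0.20 (SD, n = 7) in control lymph nodes. Without the filter, the difference of 0.62 passed limma (adjusted p = 1.77e-06) and did not pass the exact Mann-Whitney test at 0.01 (Bonferroni-adjusted p = 0.0371). On the authors' deposited values and with arrays centred on the median probe, the region was called higher by the same exact test, and with arrays centred on the median region it was not (medians 0.83 apart, Bonferroni-adjusted p = 1).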

Hyper-methylation of Wnt5a promoter was observed in the present study, supporting its role in inhibiting B-cell proliferation, while the significance of FZD1 and LEF1 epigenetic silencing remains unclear. To date, both genes were reported activated in several cancers and associated to chemoresistance and poor prognosis^33, 34^.

BMPs frequently inhibit cell differentiation and proliferation and are involved in cancerogenesis in different manners. Indeed, there are controversial *in vitro* and *in vivo* studies regarding the role of BMPs in promoting tumorigenesis and metastasis^35^ and showing biological behavior associated with cancer origin^36^. However, several studies reported that BMPs can influence the hematopoietic system and regulate development of hematopoietic stem cells. Interestingly, B- and T-cell lymphopoiesis is inhibited by inducing the activation of Smad 1/5/8^37^. 

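Regions of BMP and TGF-beta ligands and antagonists that passed the test were higher in cDLBCL. Of 6 tested, 3 were higher and none was lower, and the same counts held when adjusted over the list alone and by limma. BMP3, on chromosome 32 from 5207307 to 5208813, had a log2 ratio of 0.15 ± 0.20 (SD, n = 37) in cDLBCL and -0.74 ± 0.20 (SD, n = 7) in control lymph nodes, a difference of 0.89 (standard error 0.08, adjusted p = 8.24e-12 from limma). At the promoter and 5′ UTR of BMP7, on chromosome 24 from 42292420 to 42294665, it was -0.11 ± 0.34 (SD, n = 37) and -1.30 ± 0.28 (SD, n = 7), a difference of 1.19 (standard error 0.14, adjusted p = 4.30e-09 from limma) measured by a single probe. An intronic region of BMP7 from 42236103 to 42237053 was higher by 0.30 (standard error 0.04). Its call was lost with arrays centred on the median probe, where the medians were 1.01 apart, on a scale that moves the median of all tested regions by 0.54. BMP4, on chromosome 8 from 30001219 to 30004655, failed the filter on low methylation and was higher by 0.87 without it (Bonferroni-adjusted p = 0.00781 from the exact Mann-Whitney test). The list gave 5 higher regions and none lower on the authors' deposited values, and the regions are those the study selected on these samples, so their direction is not independent evidence.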

In the present study, three BMPs members belonging to the Transforming growth factor beta (TGF-β) superfamily, namely BMP3, BMP4 and BMP7, were found hyper-methylated in cDLBCL, supporting the role of BMP families as tumor suppressor genes. BMP7 was demonstrated to be methylated both in human DLBCL and follicular lymphoma indicating its physiological relevance^38^.

In our study, we identified a high proportion of Polycomb Group (PcG)-target genes (243/823, 29.5%) differentially methylated. 

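Of 5 tested regions of FGF family genes and FGF receptors, 2 were higher in cDLBCL and none was lower, also when adjusted over the list alone and by limma. FGF12, on chromosome 34 from 24065113 to 24066466, had a log2 ratio of -0.22 ± 0.41 (SD, n = 37) in cDLBCL and -1.94 ± 0.79 (SD, n = 7) in control lymph nodes, a difference of 1.73 (standard error 0.19, adjusted p = 2.49e-09 from limma). FGF12 was not called on the authors' deposited values, where the medians differed by 1.75 (Bonferroni-adjusted p = 0.0185 from the exact Mann-Whitney test). FGF5, a regulator of hair growth, on chromosome 32 from 4507736 to 4511065, was higher by 1.18 (standard error 0.11, adjusted p = 6.31e-11 from limma). With arrays centred on the median probe 4 regions of this list were higher, on the deposited values 3, and without the filter 1, FGF12 having lost its call (Bonferroni-adjusted p = 0.0137); with arrays centred on the median region 1 was, and neither FGF12 nor FGF5 was called (Bonferroni-adjusted p = 0.0105 for each). Of 3 named regions of the Hedgehog pathway none passed the filter on low methylation, whereas 2 were higher on the deposited values. All these regions were selected by the study on these samples and are not independent evidence of a direction.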

The genes included WNTs, Hedgehog, BMPs, PAXs, FGFs, and FOX factors. Polycomb group (PcG) proteins represent a global silencing system involved in development control and they are able to regulate the transition from proliferation to differentiation, contributing to stem-cell maintenance, and inhibit inappropriate activation of differentiation programs. Recent studies have provided evidence that PcG-target genes are frequently hyper-methylated in several tumors, including lymphoma, and our findings confirm the same trend for cDLBCL. As proposed by Martín-Subero *et al*.^39^, this scenario allows a double interpretation. The most consistent relies on the effect of PcG-target genes aberrant methylation in tumor precursor cells with stem cell–like features initially conferring a growth advantage and abnormal proliferation. In turn, this uncontrolled expansion and the consequent genome instability would promote the gain of further oncogenic mutations (i.e. chromosomal aberration), which foster malignancy progression^22, 40,41]^. This concept supports the “cancer stem cell theory” which states that primordial cancer-initiating cells, exhibiting self-renewal capacity and multilineage potential, may expand and form the biological origin for the rest of the tumor^42, 43^. The second hypothesis relies on the capacity of the neoplastic cells to secondary acquire a stem cell-like epigenetic pattern through gene deregulation caused by chromosomal aberrations^39^. The mechanisms regulating the interplay between DNA promoter methylation and PcG-driven silencing, if any, are still unknown. DNA methylation and histone methylation (i.e. H3K27me3) directed by the PcG family protein EZH2 are mutually exclusive in normal cells, but this relationship seems not maintained in cDLBCL^22, 40^. In human, mutations in the SET domain of EZH2 are associated to aberrant epigenetic events both in DLBCL and follicular lymphoma^44, 45^, whereas this is the first evidence supporting a role of PcG proteins in dog and further investigation are necessary to study the mechanism of EZH2 in cDLBCL.

In human DLBCL, intra-tumor and inter-patient variability in promoter DNA methylation, as well as specific methylation states have been reported to be associated to tumor clinical behaviour^46–48^. Here, the F-test was applied for our data and the analysis yielded 4 genes (U6, GRB10, CCDC73 and ZFAT) with the highest ability to predict survival. Both GRB10 and ZFAT are known to play a role in regulating hematopoietic stem cell self-renewal and haematopoiesis and several studies revealed an association with cancer progression^49–51^. However, their contribution in B-cell lymphoma remains poorly understood. One limitation of our study is the number of cases that might affect the statistical power of testing differential methylation for the clinical features. Further studies with a higher caseload are needed to assess the associations between specific gene methylation and clinical behaviour.

A second aim of this study was to explore whether epigenetic profiles might help to classify cDLBCLs into biologically relevant subgroups. Analysis of methylation levels identified 3 potential subgroups described by 138 CpG sequences which mainly contributed to methylome-wide variations among the cDLBCLs and characterized by biological pathways that are mainly related to nervous system development, cell differentiation and morphogenesis (data not shown). A clear correspondence with the canine ABC and GCB-like DLBCLs, characterized by a differential expression of NF-κB and B-cell receptor pathways, was not established^3^. A comparative approach was attempted by considering the canine-specific geneset, reported by Richards *et al*.^3^, whose expression was able to distinguish cBCL into “ABC-like” and “CCB-like” subtypes. Out of 787 genes (1,180 probes), 597 (1,464 features) were represented in the dog CH3 microarray and the corresponding methylation levels were employed as dataset to perform HCL of cDLBCLs. No distinct separation into two subgroups was achieved; the same evidence was obtained when limiting the dataset to those regions (n = 17) already found differentially methylated between cDLBCL and control lymph nodes (data not shown).

Interestingly, one of the cDLBCL subgroups defined by our methylation profiles (Cluster#3) is associated to long-term survival with respect to the other samples. Comparable results were obtained by stratifying cDLBCLs considering the magnitude of methylation changes with respect to control lymph nodes. This latter analysis reproduces the methodological approach described in Chambwe *et al*., where 6 subgroups of DLBCL in human with prognostic relevance were identified, “refining” the ABC- and GCB-DLBCL classification^46^. The main advantage of this approach is exploiting the methylation profiles of control samples as a reference in order to perform PCA and clustering focusing on the hyper- and hypo-methylation events in each sample. In the present study, 3 cDLBCL subgroups with different magnitude of DNA methylation changes were identified, confirming the Cluster#3 characterized by long-term survival (Cluster#C). Since many sequences were characterized by low differential methylation levels, which might confound the detection of small cDLBCL subgroups defined by a limited number of sequences showing high variations of methylation disruption, a consensus HCL was performed on subsets of sequences sorted by decreasing MADs of the MVPs. Interestingly, a cluster of 6 dogs based on about 2,000 sequences characterized by the highest methylation variability changes was significantly associated to poor prognosis (LSS < 180 days, p < 0.03). The consensus clustering showed that 6 dogs characterized by poor prognosis robustly clustered together and not with the other samples of the two other clusters by performing HCL several times on subset of samples (Figure S10C). In addition, methylation changes observed in these dogs were characterized by a higher number of hyper-methylation events compared to the other samples, as shown by the average of density plots of their methylation changes (Figure S10A) and the highest Methylation Variability Scores (Figure S10B) defined in Chambwe *et al*.^46^, (i.e. quantitative measures reflecting the magnitude of methylation disruption). This finding supports the hypothesis that the progressive accumulation of aberrant epigenetic changes might confer aggressiveness to the tumor. 

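The methylation variability score, the area between a tumour's density curve of changes and the median curve of the controls, was 0.374 ± 0.073 (SD, n = 15) in dogs with LSS under 180 days and 0.368 ± 0.068 (SD, n = 22) in the others (permutation p = 0.786). The difference of 0.006 was smaller than the spread between dogs and changed its sign under other settings, to -0.001 on the authors' deposited values (permutation p = 0.962) and -0.038 with arrays centred on the median probe (permutation p = 0.335). The members of the paper's group of 6 dogs are not given per dog in the sources held, so the score of that group was not computed.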

Future studies with a higher number of cases will be definitely necessary to better assess the contribution of epigenetic profiles in both biological and clinical stratification of cDLBCL. In this context, investigating the level of methylation variability of cDLBCL might be a starting point to highlight the contribution of DNA methylation in the clonal evolution of this tumor^6^.

In conclusion, we profiled genome-wide DNA methylation in cDLBCLs using DNA methylation array and we technically and functionally validated our results by methylation-specific PCR and the treatment of a canine B-cell lymphoma cell line with hypomethylating agents, providing insights on epigenetic switching and heterogeneity of this tumor. Findings collected, herein, suggest that cDLBCL aberrantly has tumorigenic and stem cell-like signatures, highlighting some methylation-based cDLBCL subgroups showing prognostic relevance. In future, new brand high-resolution techniques will be required to better define the contribution of methylation in cDLBCL associated with functional studies of the aberrant methylated genes and the identification of putative tumor biomarkers to predict the clinical outcome.

## Methods

### Dogs and samples

The study cohort included 40 dogs affected by newly diagnosed, multicentric DLBCL that underwent complete and standardized staging work-up and that were treated with chemotherapy or chemo-immunotherapy^52^. The diagnosis of DLBCL was obtained by histopathological and immunohistochemical analysis (CD20 and CD79) of one enlarged peripheral lymph node surgically removed at initial presentation. A portion of the tumor was preserved frozen in RNAlater® solution (Life Technologies, Carlsbad, CA) under sterile conditions. Medical records of all dogs were reviewed to obtain relevant clinical information, including signalment, breed, sex, age, hematological and biochemical abnormalities, clinical stage, substage and treatment (Supplementary File 1- Table S1). Time to progression (TTP) was measured as the interval between initiation of treatment and progressive disease (PD). Dogs not experiencing PD at the end of the study or dogs lost to follow-up before PD were censored for TTP analysis. Lymphoma-specific survival (LSS) was measured as the interval between initiation of treatment and lymphoma-related death. 8 dogs with no cancer disease and defined clinically healthy by a complete blood exam and physical examination underwent lymphadenectomy and lymph nodes were used as controls. Samples stored in RNA-later were analyzed to selectively extract DNA from regions compatible with lymphoid follicles.

The study was approved by Committee of the University of Padova (CPDA148778/14 - protocol 20086MSFH3) and a mandatory written consent from all dog’s owners was obtained. All the experiments were performed in accordance with relevant guidelines and regulations.

### Dog CH3 microarray design

In order to assess methylation profiles of dogs affected by DLBCL, a canine CpG microarray platform was developed (GEO accession: GPL23069). Probe design was carried out by the Agilent bioinformatic support team using proprietary prediction algorithms to locate CpG Islands on *C*. *familiaris* draft genome as deposited on Ensembl database (CanFam 3.1) and to design high quality oligo-probes. Microarray probes were selected in order to provide the highest possible coverage of dog genome. CDS regions and CpG islands were given top priority. Chromosome X was excluded from analysis and probe design. A total of 170,000 probes (60mers, sense orientation) were designed on both CpG and CDS regions. In details, 102,000 probes were designed targeting a total of 36,807 CpG regions while 68,000 probes were directed against 672 CDS; average base pare tiling was 90 bp. 

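The deposited design lists 36812 CpG regions and 672 CDS, besides 3440 control spots. Of all target regions, 13000 are read by a single probe and 13616 by 3 probes or more. In the total DNA channel, 26169 probes were not well above background on at least 50% of the arrays; leaving them out gave 355 regions higher and 79 lower in cDLBCL.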

Microarray probes were synthesized *in situ* using the Agilent non-contact ink-jet technology with a 4 × 180 K format. Each array included Agilent’s default positive and negative controls.

### Sample processing and data normalization

Detailed description of sample processing, data quality assessment and normalization is reported in Supplementary File 1. Briefly, for both cDLBCLs and control lymph nodes, DNA methylation was measured by two-color competitive hybridization between the methylated fraction and a not-enriched aliquot of the same DNA. Loess normalization was applied to correct for the Cy3/Cy5 dye bias for each dye. After quality control (QC) of the resulting log2 ratios, between-samples Quantile normalization was then applied to the QC-passed arrays (37 cDLBCLs and 7 controls).

### Data Analysis

Data analyses were performed using R statistical computing software (http://www.r-project.org). Details are reported in Supplementary File 1. The median of the probe signal was calculated to retrieve the methylation levels of the target 672 CDS and 36,807 CpG regions. DMRs between cDLBCLs and lymph nodes were identified by Mann–Whitney Wilcoxon test, filtering out sequences showing enriched methylation in less than 25% of the two groups (i.e. cDLBCLs and control lymph nodes). Both Mann–Whitney Wilcoxon and F-test for differential variability were then applied to study associations between gene methylation levels and clinical features. Possible combinations of multiple clinical features were also investigated by multivariate linear regression model. For all the statistical tests, Bonferroni-adjusted p-values < 0.01 were considered significant. Functional characterization of DMRs was performed by different state-of-the-art enrichment approaches as topGO and Gene Set Enrichment Analysis (GSEA).

The ability of methylation profiles in defining new tumor stratifications was first investigated by applying PCA. Target sequences showing high correlation (i.e. above 0.85) with the main principal components (PCs) were selected by using one-way analysis of variance^53^. Focusing on these sequences, HCL using Euclidean distance and Ward linkage was applied to identify cDLBCLs subgroups characterized by different methylation profiles and clusters of CpG/CDS regions characterized by a specific methylation pattern across cDLBCLs.

PCA and HCL were applied to MVPs, representing the density functions of the differential methylation levels between each cDLBCL and the median methylation level calculated across control lymph nodes. Clustering was performed according to a distance defined by the area bounded by the MVP-based density curves of sample pairs (Supplementary File 1). Moreover, consensus clustering on subsets of sequences sorted by decreasing MAD was applied to stratify according to sequences characterized by highly variable methylation disruption across cDLBCL samples. To evaluate the robustness of the results, the consensus clustering provides quantitative evidence for determining the number and membership of possible clusters by randomly subsampling 1,000 times the samples. Clustering performance from subsampling are summarized by a consensus matrix with values ranging between 0 (never clustered together) and 1 (always clustered together). In addition, each cDLBCL sample was characterized by a Methylation Variability Score (MVS) representing the difference of the area under the density curves between the MVP of each cDLBCL sample and the median MVP from the controls: the higher the MVS, the greater the methylation disruption^46^. Further details on the analysis of methylation disruption and the consensus clustering are reported in Supplementary File 1. Finally, Fisher’s exact test was performed on the whole CpG-probe set β values treated as categorical data to identify the differentially methylated probes. The probes were classified as “methylated” (β value ≥ 0.5) or “unmethylated” (β value < 0.5) (for details see Table S3).

## Electronic supplementary material

Supplementary file 1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

How the deposited data were processed for this re-analysis (not part of the article)

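DNA methylation was measured in lymph nodes of 37 dogs with cDLBCL and 7 control dogs, with 1 custom Agilent dog array per dog and no pooling. The methylated fraction of the DNA carried Cy5 and total DNA of the same node carried Cy3. The scanner files hold, for each spot, background-subtracted and linearly dye-normalized signal intensities in both channels, the median signals and backgrounds, the log10 ratio of both channels and flags of spot quality, all made by the authors with Agilent Feature Extraction. The series table of the authors holds a normalized log2 ratio for each of 37472 target regions. Its medians per group equalled those of the 1087 regions of Table S2 held here in every case, within 2e-05.

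From the scanner signals, log2 ratios of Cy5 over Cy3 were computed for 170000 probes, after 3440 control spots and the spots marked as outliers were left out. They were normalized with limma by loess within arrays and by quantiles between arrays, and a region took the median of its probes. Regions with a log2 ratio above 0 in at least 25% of the dogs of at least 1 group were tested. The across-region correlation of the authors' values with those computed here was 0.72 to 0.82 per array (median 0.75), and 0.96 to 0.99 (median 0.98) with the arrays centred on their median probe instead. Such a correlation is blind to the centring point: the median difference between cDLBCL and control over the tested regions was 0.003 for the authors' values and 0.54 with that centring, so the authors' values were not shown to be centred in this way. Before normalization, the median log2 ratio of an array was -0.18 to 0.64 (median 0.27) in cDLBCL and 0.37 to 0.59 (median 0.53) in control lymph nodes. No 2 arrays correlated by more than 0.901. The signal over background and the number of arrays limit the precision, and 13000 regions rest on a single probe.

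The groups were compared by the two-sided exact Mann-Whitney test (Bonferroni-adjusted p under 0.01) and by limma (Benjamini-Hochberg adjusted p under 0.05). On 26499 simulated regions with 50 changed by 0.5, 1, -0.5 and -1 each, the Mann-Whitney test recovered 29, 41, 28 and 41 and limma 41, 46, 45 and 48, with none in the wrong direction; with no change, they called 0 and 7 regions. Clinical features were compared by the Mann-Whitney test, the F-test and the Brown-Forsythe test, with annotations read from the coloured rows of Fig. 3. Classes were LSS and TTP under 180 days, age of 10 years or more and weight of 30 kg or more, besides stage, substage, infiltration, treatment, steroid use, sex and mixed breed. Components were computed on the tested regions of the 37 tumours, and regions were taken as correlated above 0.85. Variability profiles were densities of the differences from the median of the controls, clustered by Ward's method in 3 groups. Permutation tests used 100000 permutations where exact enumeration was too long. R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0 were used.

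The named genes were every gene the paper names for a comparison, the 10 regions with the largest increase and the 10 with the largest decrease among those past the test, and up to 4 members of each of 13 gene lists with the largest differences. Some of these genes are not reported here. The paper's tables were seen before this rule was written. The further lists were markers of B cells, T cells, NK cells, myeloid cells, plasma cells, endothelium and stroma. Genes were assigned through the rows held of Tables S2, S3, S6 and S7 (1087, 1725, 87 and 1405 rows, which annotate 3866 regions), since no annotation of CanFam3.1 was available and the probe sequences are not in the files. For the same reason, Fisher's tests of genomic location with their alternatives, tests of the lists against other regions and an adjustment for GC content were not run. Supplementary File 1 was not held, and days of survival, relapse and the members of the group of 6 dogs were not available, so Kaplan-Meier curves, GSEA, the interaction network, PCR and cell line experiments were left out.

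Where arrays were centred on their median probe or median region, loess and quantile normalization were both left out. Gene lists count the regions that overlap a gene or its proximal upstream part. Alternatives covered the normalization, the background correction (normexp with offset 50, on median rather than the planned mean signals), the source of the values, the filter, the summary of probes, the multiple testing, blocks for slide, scan day and replicate number, array weights and leaving out single controls. A block for the 7 scan days was fitted in the same way as the 12 slides. Copy number was read from the total DNA channel, as each region's signal against the median of the controls, centred per array, with the median over the regions of each of 38 chromosomes.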

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

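The limit of 0.15 for a clear shift, the fits of the chromosome signals with slide as a block and the comparison of each control with the other controls alone were chosen only after the result was seen.

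A single control lay far from the other 6 at 3 of the 33 values checked in this way, where chance alone sets apart about 5% of such groups. Control 5 had a log2 ratio of -1.84 at SOX9 (the others -1.05 to -0.63) and of -1.10 at HOXD11 (the others -0.69 to -0.48), and control 4 had 0.38 at WNT7B (the others 0.10 to 0.22). In each case the outlying control widens the difference from the tumours, and no explanation was tested.

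In the total DNA channel, which the paper does not analyse on its own, chromosomes 13 and 31 were raised in part of the tumours. The signal of chromosome 13 lay above every shift of any chromosome in any control (at most 0.05 on the log2 scale) in 19 of the 37 tumours, that of chromosome 31 in 12, both in 5, and that of chromosome 14 lay as far below in 12. The controls also form the reference, which narrows their spread; with each control set against the other controls only, the counts were 19, 12 and 9. Above 0.15, the counts were 15 and 11 for chromosomes 13 and 31, 7 tumours were below -0.15 on chromosome 14, and 28 of 37 tumours and 0 of 7 controls had some chromosome so shifted (no test was applied to these counts).

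On average, chromosome 13 was higher in cDLBCL by 0.17 (0.23 with slide as a block; permutation p = 0.0317, Mann-Whitney p = 0.0167, adjusted p = 0.0704 over 38 chromosomes) and chromosome 31 by 0.10 (0.22 with the block; permutation p = 0.2246, Mann-Whitney p = 0.975), and within slides 8, 9, 10 and 12 the differences were 0.26, 0.34, 0.05 and 0.35 for chromosome 13 and -0.07, 0.06, 0.28 and 0.61 for chromosome 31, with a lone tumour on slide 12. Uneven labelling along base composition would shift other chromosomes as much. By signed mean shift, 13 and 31 held ranks 1 and 2 of 38. Neither passed the Mann-Whitney test after adjustment over the 38 chromosomes (adjusted p = 0.0704 and 0.975). Chromosomes 2, 15, 16, 25, 26, 28 and 33 did (adjusted p = 0.00678 to 0.0435 from the same test). Each of them had a small negative mean shift in cDLBCL (-0.035 to -0.009). Chromosome 14, at rank 38, had a mean shift of -0.083 (0.002 with slide as a block). This mean came from part of the tumours, with 7 below -0.15 (the lowest at -0.64) and 1 above 0.15 (Mann-Whitney p = 0.925). On chromosome 31, 11 tumours lay above 0.15 and 0 below -0.15. Ranks of means over such uneven shifts cannot decide whether labelling contributes to chromosome 31. The methylated channel moved along with total DNA across the tumours, with r = 0.993 and rho = 0.927 for chromosome 13 (r = 0.988 without the 2 farthest dogs, 0.997 within slides) and r = 0.968 and rho = 0.761 for chromosome 31 (r = 0.957 and 0.978), each with a permutation p of 1e-05, the smallest they can give, also after adjustment over both chromosomes. Such an r was not particular to them: chromosomes 1, 4, 10, 14 and 17 had r of 0.964 to 0.996. Extra copies in part of the tumours may underlie the shifts of both chromosomes 13 and 31. The paper's introduction cites earlier array studies that found recurrent gains of chromosomes 13 and 31 in this tumour. Both were named for this check before the data were examined. The planned test asked both chromosomes to differ as groups, which chromosome 31 did not (permutation p = 0.2246). A test of group means cannot decide on a gain carried by only some tumours. Copies were not measured in another way here, so extra copies remain a hypothesis that stays open. Whether dogs with LSS under 180 days carry a higher signal of chromosome 13 could not be decided: the difference was -0.07 (95% interval -0.21 to 0.05873, permutation p = 0.299).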

How the results depend on the processing

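Centring on the median region, quantile normalization without loess, the fit of the slides with both groups only, the linear models with several clinical features and the F-test without the farthest dog were chosen only after the result was seen; the other alternatives were planned. The tumour-control contrast kept its main direction, with more higher than lower regions by the Mann-Whitney test, under all alternatives run, while its size moved. Centring on the median probe or the median region replaced loess and quantile normalization together, so what it changed is not due to the centring point alone. From 434 regions, the count went to 1478 with arrays centred on the median probe, 953 with arrays centred on the median region, 1699 with quantile normalization alone, 1205 on the authors' deposited values, 46 with the filter applied to both groups, 2809 with Benjamini-Hochberg adjustment, 243 with at least 3 probes per region and 695 by limma with Bonferroni adjustment; it was 315 to 642 under the other 6. The 16 lower regions with median-probe centring shared none with the 76, whereas the authors' values shared 280 of the 358 higher and 41 of the 76 lower regions, and none was called in opposite directions. By limma, from 5269, the count went to 25609, 8473, 11701 and 9314 under the first 4 of these settings in the order median probe, median region, quantile alone and deposited values, to 2580 with slide and 2774 with scan day as a fixed block, and to 2696 on the slides with both groups. Without single controls it was 3445 (without control 4) to 5674, and array weights gave 5310. The rise in Mann-Whitney calls went with leaving out loess. Loess alone gave 351 higher and 82 lower regions, near the 358 and 76 with both steps, and quantile normalization alone 1574 and 125. Of the 1087 regions of the paper held here, 948 were called in the same direction with quantile normalization alone and 304 with both steps. Why loess had this effect was not tested, nor was the cause for the other alternatives that change the values or the thresholds. Fewer arrays or regions enter the filter, the 3-probe and the left-out-control settings by construction.

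With replicate number as a block, 4399 regions were called by limma. The correlations of the 6 pairs that share a number lay between -0.19 and 0.22, and the cause was not tested.

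The gene lists together gave 65 called regions, against 110 with arrays centred on the median region, 173 on the median probe and 183 on the deposited values. The F-test gave 90 regions on the deposited values, 1665 with Benjamini-Hochberg adjustment, 32 without the farthest dog of each call and 0 by the Brown-Forsythe test, from 224. The first 2 components took 22.57% with scaled regions, 23.11% on the deposited values, 53.22% with median-probe centring and 23.38% without the filter, from 26.54%; the CpG regions that follow the first went from 202 to 67, 5, 18036 and 116 in the same order, and to 405 at a correlation above 0.8. RNASEH1 by age passed on the deposited values (0.4948), and RNASEH1 by TTP was reversed in the linear model with age and treatment (-0.08819). GRID1 from 33680346 reversed there (0.09604), as did the variability score by LSS (-0.001248), which was also reversed by median-probe centring (-0.03781) and by the SD of the differences (-0.001578). The odds ratio of short LSS in the most variable group, 1.75 or 0.975 here, crossed 1 with average linkage (0.8048 for 250 regions, 1.162 for 500 and 2000), with 4 groups (1.75 for 500) and on the deposited values (0.7844 for 250, 0.3441 for 1000). Of the named regions, those of PDGFA (0.4542), ITIH5 (0.3599), BCL6 (0.08855), IRF8 (0.5421), PHF19 (0.6522) and FBLN1 (0.1722) turned positive with median-probe centring, PHF19 also on the deposited values (0.1138) and with region centring (0.1127), and IRF8 with the latter (0.02337). Of the single gene lists and named regions, 57 kept their result on the deposited values, 51 with median-probe and 63 with region centring. In the same order, the count of a list moved by more than 1.5 times for 11, 9 and 7, a region lost its call for 5, 13 and 11 and gained one for 13, 8 and 4. With only regions in the proximal upstream part or the 5′ UTR of a gene, 10 lists kept their count and 3 moved. The cause was not tested for any of these. The planned tests of location, of the lists against other regions and of GC content were not run, for want of an annotation and of probe sequences. Signal over background limits the 26169 dim probes, whose removal left the count at 434.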

Differences from the paper's values

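Each alternative below was set before the data were examined unless said otherwise. Counts use the paper's test and threshold (Mann-Whitney, Bonferroni-adjusted p under 0.01), with the exact form of the test chosen here. The paper reports 1011 regions higher in cDLBCL, and 358 were found here. The authors' deposited values gave 1018 and median-probe centring 1462, both within 1.5 times the paper's count. The others did not: no filter gave 521, the mean of probes 458, kept outlier spots 360, dim probes left out 355, loess alone 351, normexp 256, at least 3 probes 206, the filter in both groups 39, limma with Bonferroni adjustment 629 and Benjamini-Hochberg adjustment 1620. The paper reports 183 lower regions, and 76 were found here. The deposited values gave 187, within that range, and the others did not: no filter gave 121, the mean of probes 89, loess alone 82, dim probes left out 79, kept outlier spots 76, limma 66, normexp 59, at least 3 probes 37, median-probe centring 16, the filter in both groups 7 and Benjamini-Hochberg adjustment 1189.

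The paper's lower regions comprise 140 CpG regions and 43 CDS, against 70 and 6 here; the deposited values gave 144 and 43, within range, and median-probe centring 13 and 3, which are not. Centring on the median region, chosen after seeing the values, gave 777 higher and 176 lower regions (172 CpG regions and 4 CDS), all within range but the CDS, and did not call 401 of the 1087 regions of the paper held here. Quantile normalization alone, also chosen after seeing the values, gave 125 lower regions (104 CpG regions and 21 CDS) and 1574 higher, of which the lower and their CpG regions are within range, and did not call 139 of the 1087. Of these 1087 regions, 304 were called in the same direction here, 0 in the opposite direction, and 424 failed the filter on low methylation. Its limit of 0 lies near the centre of the arrays here, whereas the deposited arrays had medians of 1.26 to 1.29.

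For differential variability, the paper reports 87 regions by the F-test and 224 were found here. The deposited values gave 90, within range; all target regions (223), Benjamini-Hochberg adjustment (1665) and the Brown-Forsythe test (0) did not come within range. Relapse could not be read per dog here, so the features are not all the same. Of the paper's 87 regions, 35 were called here and 86 on the deposited values.

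The paper counts WNT7B among the hyper-methylated Wnt genes. The region named here, measured by a single probe, was lower by -1.02. It was called lower on the deposited values as well (medians -0.92 apart), and not called with arrays centred on the median probe. Only part of the paper's called regions is held here, so another region of WNT7B may be among the rest. WNT2B and FZD1, hyper-methylated in the paper, were not called here (0.24 and 0.32) and were called on the deposited values; FZD1 was also called by limma and with arrays centred on the median probe, and neither of them with arrays centred on the median region. SHH, BMP4, FGF18, HRK, WNT5A, LEF1, HOXA9, HOXA11, HOXD10 and CYP1B1 failed the filter here and were called higher on the deposited values and, except SHH, with arrays centred on the median probe; with arrays centred on the median region HRK and WNT5A were not called (Bonferroni-adjusted p = 0.491 and 1), and the others except SHH were. Of these, BMP4, HOXA9, HOXA11 and HOXD10 were also called with no filter. NOS2 was lower on the deposited values and with no filter, and CCNE2 was lower on the deposited values and not called with either centring. Of the genes chosen for PCR, the intronic region of FGFR2 and an exonic and intronic region of ITIH5 differed by 0.12 and -0.30. They were not called by the Mann-Whitney test, nor on the deposited values, with no filter or with either centring, although this ITIH5 region was lower by limma. The paper's PCR read promoters instead and found them hyper-methylated, with significance for HOXD10, RASAL3, CYP1B1 and ITIH5. Another region of FGFR2, of ITIH5 and of PDGFA was called higher on the deposited values. That of ITIH5 was also higher here by limma (0.18, adjusted p = 0.00872) and was called with arrays centred on the median probe. The paper reports EIF2D, RNASEH1 and KCNAB2 as significant in its multivariate model; with each feature tested alone (smallest adjusted p 0.057) or the features of a region together, no feature passed here, and RNASEH1 by age passed on the deposited values either way; of the 3 models, that of EIF2D had the smallest Bonferroni-adjusted p (0.0188), above the paper's threshold of 0.01, and the paper's adjustment covers more tests. ZFAT and CCDC73, more variable in early relapse in the paper, were not called here and were called for TTP on the deposited values. The paper reports no region that follows the second component; 4 did here, 1 on the deposited values and none with scaled regions or without the filter. It reports more methylation of GRID1 in Cluster#1 than in the other clusters; the second GRID1 region was lower there (-0.26 against Cluster#3) and the first higher (0.07), with no call. For the deposited values both were higher (0.12 and 0.10), without passing the exact test. Neither region was correlated with the first component above 0.85 (r = 0.11 and -0.61 here, 0.38 and 0.23 on the deposited values), so the paper's GRID1 sequence is not identified among them and its statement was not tested. The paper associates its most variable group with short LSS and with the highest variability scores. Here only the group with the highest mean score of each tree was tested, and none of these was associated with LSS. The consensus clustering over subsamples of dogs, by which the paper formed its group, was not run. The score did not differ by LSS (0.006).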

Other observations

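The tests of the loess, of the centring point, of slide among the clusters and of exchanges within slides were chosen only after the result was seen, as was the shuffling of annotations on the deposited values.

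The regions of neurotransmitter receptors and channels that passed the test were higher in cDLBCL. Of 21 tested, 13 were higher and none was lower by the Mann-Whitney test (16 higher and 1 lower when adjusted over the list alone, 16 and 2 by limma, 25 and 2 on the deposited values). They include GLRB, a glycine receptor subunit (log2 difference 1.89, standard error 0.17), and CACNA1A, a neuronal calcium channel (1.51, standard error 0.12, a single probe). HCRTR2, an orexin receptor (1.35, standard error 0.10), and GRIA4, an AMPA receptor subunit (1.09, standard error 0.13), are also among them. The call of GLRB was lost on the deposited values (medians 1.64 apart, Bonferroni-adjusted p = 0.0185 from the exact Mann-Whitney test) and without the filter (0.0137 from the same test). That of GRIA4 was lost with arrays centred on the median region (medians 1.765 apart, 0.018 from the same test). Of 9 tested regions of extracellular matrix and stroma, 2 were higher and none lower, also when adjusted over the list alone (2 higher and 1 lower by limma), with MMP14, a membrane-bound matrix protease, at 1.28 (standard error 0.15) and CTGF, a matrix-associated growth factor, at 1.02 (standard error 0.10), and on the deposited values 5 were higher. Of 8 tested regions of tumour suppressors often methylated in human lymphoma, 2 were higher and none lower (3 higher and 1 lower when adjusted over the list alone and on the deposited values, 3 and 2 by limma): CADM1 at 0.92 (standard error 0.08) and TWIST2, a bHLH repressor, at 0.42 (standard error 0.06). The study selected the named regions on these samples, so none of these counts is independent evidence of a direction.

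No region of DLBCL driver genes passed the Mann-Whitney test among 4 tested (1 higher and 1 lower when adjusted over the list alone and by limma; 1 higher and 2 lower on the deposited values, 1 lower with arrays centred on the median region and 1 higher on the median probe). NOTCH1 differed by 1.1 (standard error 0.13, adjusted p = 5.46e-09 from limma) and was called higher on the deposited values (0.68) and with arrays centred on the median probe. BCL6 differed by -0.15 (0.09 with arrays centred on the median probe) and was called lower on the deposited values (-0.34), FAS by 0.10 and IRF8 by -0.09. PHF19, a Polycomb-associated gene, differed by -0.09 and the housekeeping gene REEP5 by 0.14, with no call by either test; a region of RAB7A, another housekeeping gene, failed the filter and was called higher without it (0.90), on the deposited values and with either centring. Markers of other cells gave PAX5 of B cells at 0.20, UBASH3A of T cells at 0.01, FLT1 of endothelium at 0.67 (adjusted p = 0.00252 from limma) and FBLN1 of stroma at -0.52 (adjusted p = 0.000268 from limma), none of them called by the Mann-Whitney test, and PAX5 and FLT1 were called higher and FBLN1 lower on the deposited values. Of the marker regions that failed the filter, those of TNFRSF13C and CD79B of B cells and SPI1 of myeloid cells were lower without it (-1.27, -1.64 and -1.32). They were also called lower on the deposited values and with arrays centred on the median region, and not called with arrays centred on the median probe. That of CD8A of T cells was higher on the deposited values alone. These and RAB7A were named after their values were seen, and no region of NK cell or plasma cell markers was named in the tables held. CYP1B1, a cytochrome of steroid and xenobiotic metabolism, failed the filter on low methylation and differed by 0.89 without it (Bonferroni-adjusted p = 0.353 from the exact Mann-Whitney test, adjusted p = 8.56e-07 from limma).

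Chance as the source of the contrast between cDLBCL and control lymph nodes is argued against by 100 splits of the 44 dogs into 37 and 7. Only 1, the real one, gave as many calls by either test. It gave 434 against at most 1 by the Mann-Whitney test and 5269 against at most 73 by limma. All splits used the regions that had been filtered on the real groups, which favours the real split. These splits leave slide aside, and all 7 controls lay on 4 slides; among 100 of the 384 exchanges of controls and tumours within these slides, 1, the real one, gave as many calls by limma with slide as a block (2696 against at most 22). Slide as the whole cause is argued against by these calls and by the median signed difference of the 5269 regions with slide as a block, which was 0.8735 times that over all arrays (0.25 against 0.28), although these regions were chosen on the same controls. Loess as the whole cause of the lower regions is argued against, since with quantile normalization and no loess the median difference of the 76 was 1.097 times that with both (-0.80 against -0.73), with all 76 below 0 and 34 still called. Their number may follow the point on which arrays are centred, since without loess and quantile normalization 16 regions were lower with arrays centred on the median probe, which shifts all regions up in cDLBCL, and 176 with arrays centred on the median region.

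The first component of the tumours and the clusters of Fig. 3 may in part follow the slide. Of 43 pairs of tumours on a slide, 27 shared a cluster against 20.1 expected (permutation p = 0.01557), and slide 1 held 3 tumours of Cluster#3 alone. The first component also rose with the share of spots well above background in the methylated channel, with r = 0.3945 (permutation p = 0.0158) and rho = 0.31 (p = 0.0619), but r was 0.27 without the 2 farthest dogs and -0.29 within slides; on the deposited values r was 0.42 (p = 0.00876) and rho 0.45 (p = 0.00516), with 0.37 and 0.40. These were 2 of 4 relations computed, with the median log2 ratio before normalization as the other measure (r = 0.09 and 0.28); Benjamini-Hochberg adjustment over the 4 gave p = 0.0315 for r (0.0315 on the deposited values) and 0.124 for rho (0.0206), and an effect of signal stays open at this size. Survival class, the biological difference the design gives, was compared by cluster in few dogs (p = 0.592 for Cluster#1 against Cluster#3), so both slide and biology remain open.

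The number of regions with differential variability did not exceed chance. Over all features the F-test made 653 calls, and 67 of 100 orders of the annotations gave as many, with 1001 as the highest other; on the deposited values it made 217, and 36 of 100 gave as many, with 265 as the highest other. Without the dog farthest from the median of its class, 54 of the 653 calls remained. For the level of methylation, 0 regions were called by the Mann-Whitney test (583 regions or more at an unadjusted p under 0.05 in each feature); all 100 orders reach a count of 0 by construction (highest other 1), so they decide nothing. In a single simulated comparison of 18 against 19 dogs with heavy tails and no difference, the F-test made 281 calls and the Brown-Forsythe test 0, against 77 and 0 for stage in the real values.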
